A study of Mus musculus with 56 samples. Its data were reported in "A multi-tissue multi-omics analysis reveals distinct kineztics in entrainment of diurnal transcriptomes by inverted feeding" (2021).

How the data were processed

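RNA sequencing was analysed from the livers of 56 female C57BL/6J mice, aged 9 weeks, that had spent 7 days with food restricted to the day (daytime-restricted feeding, DRF) or to the night (nighttime-restricted feeding, NRF), under 12 h of light per day. Livers were taken at zeitgeber time (ZT, hours after lights on) 0, 4, 8, 12, 16, 20 and 24, with 4 animals per regimen and time, which makes 14 groups. NRF served as the reference regimen. Per the protocol text in the labels, ribosomal RNA was depleted, the libraries were strand-specific and the reads were paired, while the molecule field of the same labels says polyA RNA. The protocol text was followed here. In the labels, the tables and the text of the paper that were read, the aligner, the counting tool, their versions, the genome build and the use of strand in counting are not given. The paper's supplemental methods were not used here. Every column of the tables was assigned to a group from its name and the sample labels, which left 0 columns unassigned. Samples with the same replicate number are different animals. The labels give no sequencing batch or date.

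The authors deposited a gene table and a transcript table whose values are named TPM and sum to between 995320 and 997990 per library. These values are not linear in reads, so their unit is treated here as a score that the authors obtained by scaling each library, taking a logarithm, dividing by length and rescaling to a common total. The product of a deposited value and the gene's exon length followed a·ln(1 + f·k), with a library factor a, a library scale f and whole counts k. The curve was fitted per library on 4800 genes and tested on 4833 genes left out of the fit. In those, 98.9% of the values that came out at up to 10 counts lay within 0.05 of a whole number, as did 97.3% of those up to 100, 96.1% of those up to 1000 and 97.6% of those up to 20000, where 10% would by chance. Exon lengths came from GENCODE vM21 (GRCm38). Of 25415 genes listed by the authors, 21012 gave whole counts with the annotated length and 1925 with a length searched on the values. A further 1762 deep genes gave whole counts under a wider tolerance of 0.2, where 40% would by chance. For 545 genes the counts were too high for wholeness to be judged, and they were used with the annotated length. For 1 gene too few libraries were above 0, and it was used in the same way. The remaining 170 genes could not be rebuilt and were left out. Of 24268 Ensembl gene identifiers, 24223 matched the annotation, and 1120 of 1147 assembled loci without an Ensembl identifier were tested.

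The values used in the report are scaled counts, the product f·k, in which 1 unit stood for between 304 and 723 recovered counts. Scaled counts summed to between 599481 and 748793 per library. They carry no correction for gene length, so they compare libraries and not genes. The design written before the data were examined named linear TPM, so the tests were kept as written and applied to scaled counts. Analyses on a log scale used log2(scaled count + 1), and a log2 difference on that scale understates the change of genes with low values. Genes with a mean deposited value of at least 0.1 were kept, a filter that removed 0 genes and left 25245. Recovered counts summed to between 213.5 and 496.2 M per library (mean 350.6 M, where M stands for 1000000 counts), far above the depth given for the study, so they are called recovered counts and not reads. Between pairs of libraries of the same group, chi-square per degree of freedom on recovered counts lay between 56.6 and 213 over 84 pairs and 13301 genes. Because recovered counts are not reads, this ratio cannot say how far replicates exceed the counting error of reads. The precision of each value is given by the spread between animals.

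The transcript table had the same form on estimated counts. Its values were rebuilt with each transcript's annotated length. Between 40.6% and 41.8% of the values of genes with a single transcript lay within 2% of the curve, so transcript values are less certain than gene values. Of 77120 transcripts 56667 were annotated, and 214 whose median reached 1000000 estimated counts were left out, which left 56453. Among these, 2459 transcripts of 1893 genes were annotated as long noncoding RNA (lncRNA). The circRNA table, for circular RNA counted by reads across back-splice junctions, was deposited by the authors in log2 units: each value is log2(1 + c·k), with whole junction reads k and a library step c. The values 2^value − 1 were analysed. Libraries held between 5305 and 18879 junction reads, and 1131 of 2352 circRNAs were above 0 in at least 28 of the 56 libraries and were tested. In NRF ZT8 replicate 4, 28 circRNA values, 20 of them among those tested, were higher by a common factor of 73.2.

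Rhythms were tested within each regimen over its 28 libraries. An exact Kendall rank test against 12 cosine templates with peaks 2 h apart (Bonferroni-adjusted over templates) and the F test of a 24-h cosinor were combined by Fisher's method, and the combined p-values were adjusted by Benjamini-Hochberg, with rhythmic genes taken at an adjusted p under 0.05. This stands in for MetaCycle, which the study used and which was not run here. The phase is the circular mean of the rank test's peak and the cosinor's peak. Genes rhythmic in both regimens are called dual-oscillating. The absolute circular phase difference between regimens defines phase-locked genes (up to 4 h) and phase-inverted genes (8 to 12 h), the limits that the study states. Errors of shares and of median phase shifts are standard deviations (SD) over 100 resamplings of libraries within groups, with the gene set held fixed.

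Because both parts of the combined test read the same values, it was tested on simulated data. With 6000 simulated genes, of which 200 were rhythmic, 100% of the rhythmic genes were recovered with a median phase error of 0.342 h, and 27.0% of the genes called were false. The false share depends on how many genes are rhythmic, so it is not an estimate for the real genes. Of the simulated genes without a rhythm, 6.78% had a combined p under 0.05. Counts from the rank test alone are therefore given in the closing section.

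Regimens were compared on the log2 scale with limma over all 56 libraries (moderated statistics with a mean-variance trend, Benjamini-Hochberg adjustment). A model with 14 group means gave the difference at any time, at each time, and between ZT0 and ZT24 within a regimen. A 24-h cosinor model gave the difference in rhythm (cosine and sine terms) and in rhythm-adjusted mean. Components of 12 h were tested beside the 24-h terms within each regimen. On 5000 simulated genes, of which 200 were changed, limma recovered 100% of the changed means and rhythms, and 5.21% of the genes called were false. For Nr1d1, Dbp, Per2 and Arntl, a joint nonlinear cosinor of both regimens in the form of CircaCompare was fitted to scaled counts. It gave differences in phase, amplitude and rhythm-adjusted mean with standard errors (SE) and two-sided p-values, adjusted over the 12 tests. The whole rhythm difference was also tested by 100000 permutations that swapped the regimen within same-numbered libraries of each time, whose smallest p is 1e-05.

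Genes named in the text follow a rule fixed before the data were examined. It covers the 4 clock genes and the lncRNA gene 1110038B12Rik, which the study names, and the extremes of 3 fixed gene panels, of which some genes are not reported here. It adds the 5 phase-inverted and the 5 phase-locked genes with the smallest larger-of-both p-value among genes with a mean deposited value of at least 5, and the 5 genes with the largest significant difference in rhythm-adjusted mean. For lncRNA transcripts and for circRNAs, the 3 with the smallest larger-of-both p-value are named. Coordinates are those of GENCODE vM21 on GRCm38, counted from 1.

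Alternatives fixed before the data were examined covered leaving out each replicate, a replicate block, no filter or a minimum mean deposited value of 1, a pseudocount of 0.1, an adjusted p under 0.01, the rank test alone, the limma cosinor test, the cosinor peak alone, class limits of 3 h and 9 h, a relative amplitude of at least 0.1, the log2 scale, the transcript table, median-of-ratios scaling, leaving out ZT0 or ZT24, and circRNAs above 0 in every library. Chosen after the data were seen were the values as deposited, the deposited values divided by the library factor, a length correction that subtracted in each library the median deviation of each of 20 exon length bins, and the division of the circRNA values scaled a second time. Leaving out replicates was also added for the 3 gene panels after the data were seen. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table at version 1.17.8.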

Results

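RNA was sequenced from 56 livers of female mice held for 7 days on daytime-restricted feeding (DRF) or on nighttime-restricted feeding (NRF), the reference regimen. Each regimen was sampled at ZT0, ZT4, ZT8, ZT12, ZT16, ZT20 and ZT24 with 4 animals per time, which gave 28 libraries per regimen. Gene values are scaled counts, which are counts recovered from the deposited values and scaled per library. Recovered counts ranged from 213.5 to 496.2 M per library (M stands for 1000000 counts). Correlations between replicates of a group, computed across genes, lay between 0.964 and 0.990. Xist, which is transcribed from the inactive X chromosome of female cells, had between 31480 and 103998 recovered counts in every library.

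Diurnal rhythms were tested within each regimen to ask how much of the liver transcriptome oscillated when food was confined to the day or to the night. Of 25245 genes, 10915 (43.2%) were rhythmic under DRF and 11247 (44.6%) under NRF. In total, 15312 genes were rhythmic in at least 1 regimen, 4065 under DRF alone and 4397 under NRF alone, and 6850 were dual-oscillating. The alternative that moved these counts most was the exact rank test alone, which gave 4425 dual-oscillating genes. Passing the threshold in 1 regimen alone does not show a difference between regimens, which was tested separately.

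Peak times of rhythmic genes had a pair of modes in each regimen. Under DRF, the most frequent bin was ZT4 to ZT6 with 14.5% of rhythmic genes, followed in the dark phase by ZT16 to ZT18 with 10.8%. Under NRF, the most frequent bins of the light and the dark phase were ZT6 to ZT8 with 17.4% and ZT18 to ZT20 with 11.03%. A length-related difference between libraries, described below, also had a 24-h component. Its part in these modes was not tested.

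**Figure D1:**
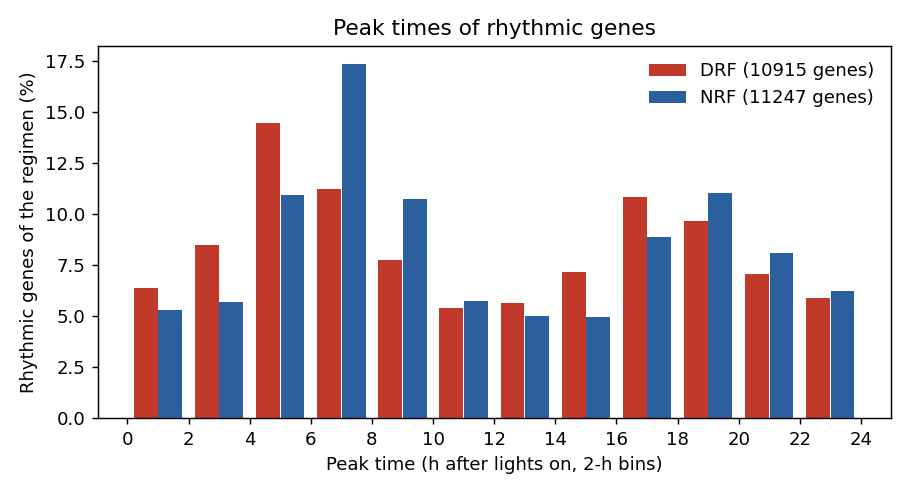
Distribution of peak times (x axis, h after lights on, in 2-h bins) of genes rhythmic under DRF (red, 10915 genes) or NRF (blue, 11247 genes), as a percentage of the rhythmic genes of each regimen (y axis). The highest bars are ZT4 to ZT6 under DRF (14.5%) and ZT6 to ZT8 under NRF (17.4%).

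Phase shifts of the dual-oscillating genes were examined to ask how far the transcriptome had followed the inverted feeding time. Of the 6850 genes, 49.8% ± 1.55 (SD of 100 resamplings, 3410 genes) were phase-inverted and 24.98% ± 1.72 (1711 genes) were phase-locked. The remaining 1729 genes lay between 4 and 8 h, and 5139 genes had shifted by more than 4 h. The most populated 1-h bin was 11 to 12 h, with 16.4% of the dual-oscillating genes. The choice of values moved these shares most: with the values as deposited, 39.9% of 6823 dual-oscillating genes were phase-inverted and 35.7% phase-locked. Among the genes with a relative amplitude of at least 0.1 in both regimens, the shares were 51.5% and 24.4% of 5797 genes with scaled counts, and 54.1% and 23.8% of 2582 genes with the values as deposited. Of the dual-oscillating genes, 5466 were shared between both kinds of values. The difference in rhythm itself, tested with limma, passed an adjusted p of 0.05 in 3404 of the 3410 phase-inverted genes, in 1624 of the 1729 genes between the classes and in 359 of the 1711 phase-locked genes.

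**Figure D2:**
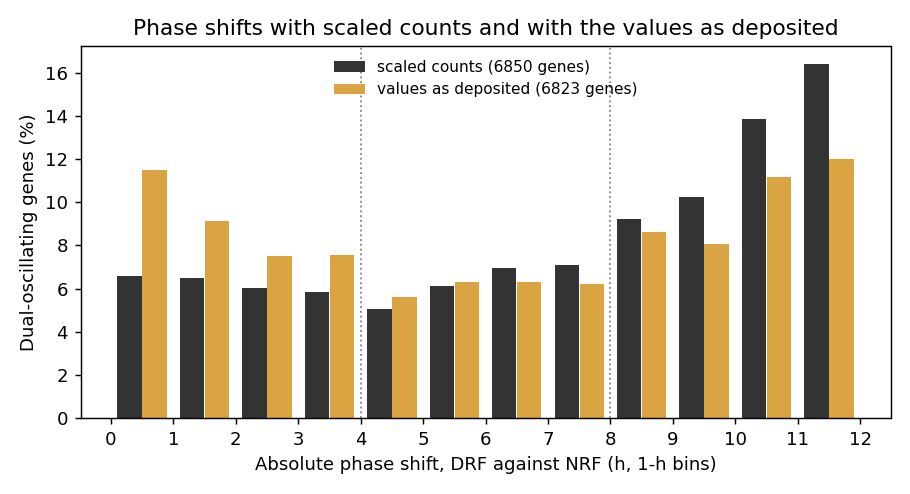
Absolute phase shift between DRF and NRF (x axis, h, in 1-h bins) of dual-oscillating genes from scaled counts (black, 6850 genes) and from the values as deposited (yellow, 6823 genes), as a percentage of each set (y axis), with dotted lines at 4 and 8 h. The bin from 0 to 1 h holds 6.57% of the genes with scaled counts and 11.5% with the values as deposited, and the bin from 11 to 12 h holds 16.4% and 12.0%.

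The 5 phase-inverted genes with the strongest rhythms in both regimens were Ddc, Nr1d2, Tubb2a, Lgalsl and Wee1, with adjusted p-values of the combined test of at most 1.93e-18 in each regimen. Ddc (ENSMUSG00000020182, chromosome 11, 11814101 to 11898144, protein-coding) peaked at 11.9 h under DRF and 22.2 h under NRF, a shift of 10.3 h ± 0.192 (SD of resamplings). Its mean was 184.1 ± 14.02 scaled counts (SD, n = 4) at ZT12 and 48.9 ± 4.42 at ZT0 under DRF, against 26.4 ± 3.19 at ZT12 and 240 ± 26.1 at ZT24 under NRF. Nr1d2 (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) peaked at 21.8 h under DRF and 11.3 h under NRF, 10.5 h ± 0.429 apart. Its highest group means were 177 ± 17.9 (SD, n = 4) at ZT24 under DRF and 214.5 ± 45.0 at ZT12 under NRF. Tubb2a (ENSMUSG00000058672, chromosome 13, 34074274 to 34078007) shifted by 10.7 h ± 0.229, with its highest mean of 72.5 ± 1.97 (SD, n = 4) at ZT12 under DRF and of 88.2 ± 17.4 at ZT24 under NRF. Lgalsl (ENSMUSG00000042363, chromosome 11, 20823576 to 20831056) shifted by 9.81 h ± 0.21, with its highest mean of 18.1 ± 0.184 (SD, n = 4) at ZT12 under DRF and of 19.0 ± 1.18 at ZT24 under NRF. Wee1 (ENSMUSG00000031016, chromosome 7, 110122046 to 110143286) shifted by 11.4 h ± 0.483, with its highest mean of 27.1 ± 0.582 (SD, n = 4) at ZT4 under DRF and of 31.6 ± 5.72 at ZT12 under NRF. The lowest group means (DRF, then NRF) were 37.5 and 13.3 for Nr1d2, 5.33 and 3.94 for Tubb2a, 3.70 and 2.56 for Lgalsl, and 4.22 and 3.02 for Wee1. Within each regimen, the highest and the lowest mean of each of these genes lay further apart than the spread between replicates. The highest means of the regimens are not compared with each other here.

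The 5 phase-locked genes with the strongest rhythms were Timp3, Ccbe1, Serinc3, Col4a2 and Slc25a15, with adjusted p-values of at most 3.89e-10 in each regimen. Timp3 (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506) peaked at 14.03 h under DRF and 14.4 h under NRF, a shift of 0.395 h ± 0.513 (SD of resamplings), with its highest mean at ZT16 in both regimens, 28.02 ± 1.72 scaled counts (SD, n = 4) under DRF and 30.95 ± 2.67 under NRF. Of its exon bases, 21.3% lie in exons of Syn3 on the opposite strand, so its counts are uncertain unless strand was used. Ccbe1 (ENSMUSG00000046318, chromosome 18, 66045302 to 66302741) peaked at 13.9 h under DRF and 13.96 h under NRF, with its highest mean at ZT12 in both regimens, 16.6 ± 1.31 (SD, n = 4) and 16.9 ± 1.67. Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) peaked at 5.58 h under DRF and 5.68 h under NRF, with its highest mean at ZT4, 175.5 ± 14.8 (SD, n = 4) and 183 ± 21.3. Serinc3 (ENSMUSG00000017707, chromosome 2, 163623272 to 163645131) shifted by 2.68 h ± 0.852, with its highest mean of 349.6 ± 25.8 (SD, n = 4) at ZT20 under DRF and of 285 ± 31.7 at ZT16 under NRF. Slc25a15 (ENSMUSG00000031482, chromosome 8, 22375551 to 22398597) shifted by 3.99 h ± 0.712, at the edge of the phase-locked class, and by up to 5.31 h when a replicate was left out. Its highest mean was 454 ± 31.2 (SD, n = 4) at ZT16 under DRF and 369 ± 25.2 at ZT20 under NRF. By limma, the rhythm differed between regimens in Timp3 (adjusted p = 0.00106), Serinc3 (adjusted p = 1.75e-05) and Slc25a15 (adjusted p = 1.12e-06), and not in Ccbe1 (adjusted p = 0.922) or Col4a2 (adjusted p = 0.205).

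Clock genes were compared to ask whether the liver clock followed inverted feeding. The phases of Arntl, which encodes BMAL1, of Nr1d1, which encodes REV-ERBα, and of Dbp and Per2 all shifted by more than 10 h. For Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333), the fitted peak was at 20.6 h under DRF and 7.48 h under NRF, a shift of 10.9 h ± 0.895 (SE, n = 28 per regimen, p = 1.35e-16, adjusted over the 12 tests 4.04e-16). Its group mean was highest at ZT20 under DRF, 29.1 ± 12.7 scaled counts (SD, n = 4), and at ZT8 under NRF, 83.5 ± 4.70. For Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203), peaks at 23.96 h (DRF) and 10.2 h (NRF) lay 10.2 h ± 0.731 apart (SE, n = 28 per regimen, p = 7.07e-19, adjusted 2.83e-18). Its highest group means were 38.9 ± 2.895 (SD, n = 4) at ZT0 under DRF and 47.3 ± 8.73 at ZT12 under NRF. For Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324), peaks at 3.975 h (DRF) and 16.1 h (NRF) lay 11.8 h ± 0.539 apart (SE, n = 28 per regimen, p = 2.36e-27, adjusted 1.42e-26). Its highest group means were 92.3 ± 6.00 (SD, n = 4) at ZT4 under DRF and 96.3 ± 13.2 at ZT16 under NRF. For Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), peaks at 12.1 h (DRF) and 22.7 h (NRF) lay 10.6 h ± 0.319 apart (SE, n = 28 per regimen, p = 1.21e-35, adjusted 1.46e-34). Its highest group means were 60.1 ± 7.41 (SD, n = 4) at ZT16 under DRF and 75.0 ± 4.13 at ZT24 under NRF. Permutation of the regimen gave p = 1e-05 for the whole rhythm difference of each gene, the smallest p that 100000 permutations can give. Of the exon bases of Dbp 18.0%, and of those of Nr1d1 8.55%, lie in exons of a gene on the opposite strand (Sphk2 and Thra).

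**Figure D3:**
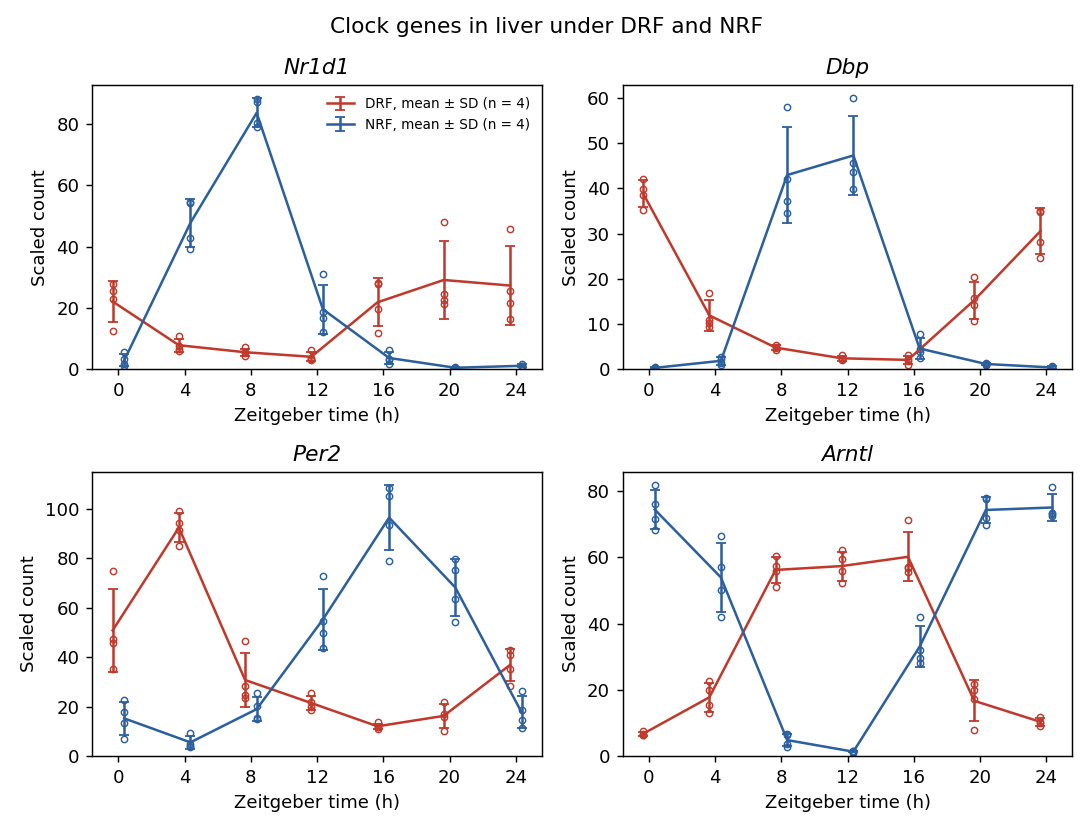
Scaled counts (y axis) of Nr1d1, Dbp, Per2 and Arntl against zeitgeber time (x axis, h) under DRF (red) and NRF (blue). Open circles are single libraries, and lines join group means with bars of 1 SD (n = 4). The 2 regimens run in near antiphase in each gene, and for Nr1d1 the NRF peak at ZT8 (mean 83.5) stands above the highest DRF mean (29.1 at ZT20).

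The fitted amplitudes of the 4 clock genes were lower under DRF. The difference was −25.8 ± 4.53 scaled counts (SE, n = 28 per regimen, p = 6.74e-07, adjusted 1.62e-06) for Nr1d1, from 39.6 under NRF to 13.8 under DRF. It was −11.4 ± 2.52 (n = 28 per regimen, p = 3.56e-05, adjusted 7.11e-05) for Arntl, −8.18 ± 3.27 (p = 0.0156, adjusted 0.0208) for Dbp and −14.01 ± 5.54 (p = 0.0147, adjusted 0.0208) for Per2. The rhythm-adjusted mean of Nr1d1 was lower under DRF (difference −9.26 ± 3.11 scaled counts, SE, n = 28 per regimen, p = 0.00452, adjusted 0.00775). That of Per2 differed by −7.73 ± 3.795 (n = 28 per regimen, p = 0.0469), which did not pass adjustment over the 12 tests (0.0562). Those of Dbp (−4.32 ± 2.43, n = 28 per regimen, p = 0.0823) and Arntl (−3.41 ± 1.89, p = 0.0770) did not differ. On the log2 scale the difference in mean had the opposite sign for Nr1d1, Dbp and Arntl, so no direction of the mean is given for these genes independent of the scale.

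Wider panels fixed beforehand gave phase shifts of similar size. Of 19 clock genes, 18 were dual-oscillating, with a median shift of 11.1 h ± 0.256 (SD of resamplings) and a range from 7.73 h (Clock) to 11.9 h (Per2), and 17 were phase-inverted. The rhythm differed between regimens by limma in 18 of the 19 genes when adjusted over all genes and in 19 when adjusted over the panel. Of 16 genes of cholesterol synthesis and uptake, 12 were dual-oscillating, with a median shift of 10.5 h ± 0.466 from 7.77 h (Hmgcs1) to 11.9 h (Sc5d), and 10 were phase-inverted. All 16 differed in rhythm under both adjustments. Of 13 genes of fatty acid oxidation listed, only 9 were tested. Of these, 5 were dual-oscillating, all phase-inverted, with a median shift of 10.3 h ± 0.603 from 9.86 h (Pdk4) to 11.85 h (Ppara). All 9 tested genes differed in rhythm under both adjustments.

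Values were also compared directly between regimens with limma. At an adjusted p under 0.05, 10702 genes differed between DRF and NRF at 1 or more times, and 9770 had a different 24-h rhythm, of which 5387 were dual-oscillating. At single times, 4009 genes differed at ZT0, 5124 at ZT4, 3250 at ZT8, 3806 at ZT12, 3810 at ZT16, 3457 at ZT20 and 3533 at ZT24. The share of these that were higher under DRF ranged from 43.8% at ZT8 to 57.6% at ZT16. After the length correction it ranged from 45.9% at ZT8 to 50.65% at ZT12, with the majority changing side at 5 of the 7 times. Median-of-ratios scaling changed the side at ZT0 (to 51.4%), ZT12 (to 50.1%) and ZT24 (to 49.05%), and not at the other times. The rhythm-adjusted mean differed in 1665 genes, of which 998 were higher and 667 lower under DRF. Leaving out a replicate moved that count most, down to 699 genes.

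The 5 genes with the largest differences in rhythm-adjusted mean were Sult2a3 and Gm3776, higher under DRF, and Serpina1e, Hsd3b5 and Mup7, lower under DRF. For Sult2a3 (ENSMUSG00000074375, chromosome 7, 14067446 to 14123044), the log2 difference was 2.60 ± 0.27 (SE, limma adjusted p = 1.59e-09), with 35.35 ± 25.5 scaled counts (SD, n = 28) under DRF and 4.44 ± 3.14 under NRF. For Gm3776 (ENSMUSG00000111709, chromosome 9, 78257129 to 78269166), it was 2.29 ± 0.24 (limma adjusted p = 1.78e-09), with 17.4 ± 9.59 against 3.67 ± 3.16. For Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975), it was −2.29 ± 0.20 (limma adjusted p = 3.01e-12), with 248.5 ± 80.2 against 1341 ± 766. For Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252), it was −2.14 ± 0.26 (limma adjusted p = 4.57e-08), with 1.01 ± 1.01 against 11.8 ± 15.2. For Mup7 (ENSMUSG00000073842, chromosome 4, 60066469 to 60070475), it was −2.07 ± 0.33 (limma adjusted p = 1.32e-05), with 3.45 ± 3.93 against 17.7 ± 15.9. The number of DRF libraries above the NRF median was 27 of 28 for Sult2a3, 28 for Gm3776, 0 for Serpina1e and Hsd3b5, and 1 for Mup7. Sult2a3, Serpina1e, Hsd3b5 and Mup7 belong to families of near-identical genes, and the authors' counting could have split their reads between copies, so the values of single members are uncertain. Whether reads of Gm3776 were split in this way was not examined, so its value is not shown to be free of the problem.

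Rhythms of 12 h were sought because the study had looked for them in liver metabolites. At an adjusted p under 0.05 (limma), 1626 genes had a 12-h component under DRF and 193 under NRF. A 24-h rhythm whose shape departs from a cosine can also give such a component, so it does not by itself show a 12-h cycle. The difference between these counts was not tested.

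ZT0 and ZT24 fall at the same time of day, and were compared within each regimen as a control. By limma, 770 genes differed under DRF, of which 356 were higher at ZT24, and 1966 under NRF, of which 568 were higher. The balance depended on the values and the scaling: with median-of-ratios scaling, 478 of 860 genes were higher at ZT24 under DRF. Of these, 289 genes differed in both regimens, 287 of them in the same direction. Across genes, which are not independent replicates, the log2 changes of both regimens correlated with r = 0.467. The change differed between regimens (interaction) in 1 gene at an adjusted p under 0.05 and in 1526 at an unadjusted p under 0.05. With the values as deposited, 1842 genes differed under DRF, of which 1568 were higher at ZT24, and 6056 under NRF, of which 5021 were higher.

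Across genes, the change from ZT0 to ZT24 rose with exon length (Spearman rho 0.348 under DRF and 0.374 under NRF, 13621 genes), the highest of the 21 pairs of times in each regimen. A length index of each library, the rank correlation across genes between exon length and the deviation of the library from the mean of all libraries, rose from −0.124 ± 0.0665 (SD, n = 4) at ZT0 to 0.177 ± 0.0604 at ZT24 under DRF (two-sided exact permutation p = 0.0286). Under NRF it rose from −0.185 ± 0.154 (SD, n = 4) to 0.183 ± 0.0973 (exact permutation p = 0.0286), and this p is the smallest that 4 against 4 libraries allow. The index had a fitted 24-h component with a peak at 17.96 h under DRF (cosinor p = 0.000144, n = 28). Under NRF the peak was at 17.85 h (cosinor p = 0.0241, n = 28). Peak times of rhythmic genes after the length correction were not examined, so its part in their modes is left open. The library factor of the deposited values ranged from 54861 to 61227 and had a fitted 24-h component with a peak at 18.4 h under DRF (relative amplitude 2.32%, cosinor p = 0.00183, n = 28) and at 18.1 h under NRF (2.55%, p = 0.0092, n = 28), although its group mean was highest at ZT24 in both regimens (60135 and 60371) and lower at ZT0 (57712 and 56215). Length index and library factor were correlated over the 56 libraries (Pearson r = 0.890, Spearman rho = 0.886, permutation p = 1e-05 for each, r = 0.879 without the 2 libraries farthest from the median index). Within regimens, r was 0.901 under DRF (rho = 0.893, r = 0.884 without 2 libraries) and 0.920 under NRF (rho = 0.916, r = 0.899 without 2 libraries), with a permutation p of 1e-05 for each, raw and adjusted over the 3 correlations. Part of this relation is built in, since the factor is computed from values divided by length.

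**Figure D4:**
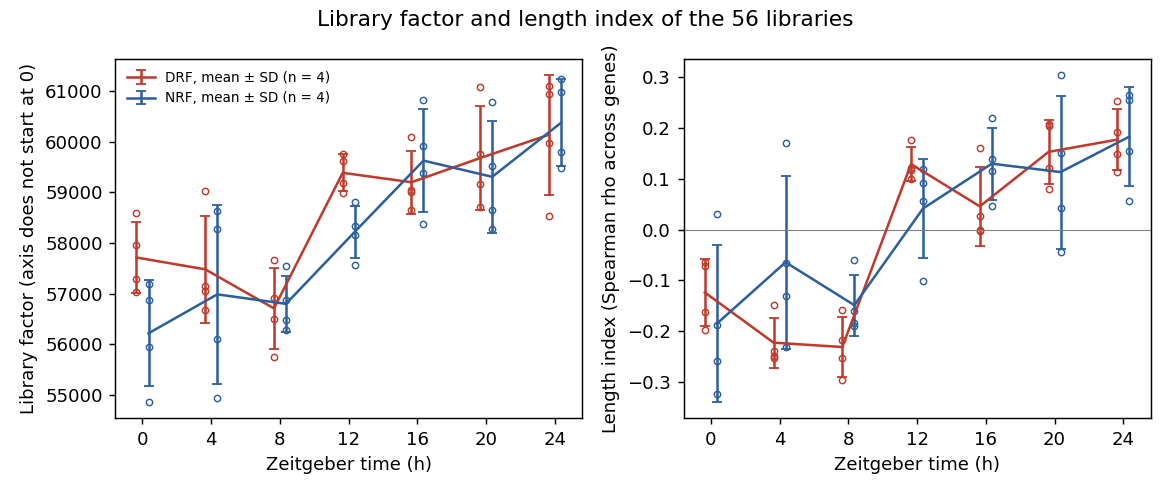
Library factor (left, y axis not starting at 0) and length index (right, y axis, Spearman rho across genes) against zeitgeber time (x axis, h) under DRF (red) and NRF (blue), with single libraries as open circles and group means with bars of 1 SD (n = 4). Both measures are lower at ZT0 than at ZT24, with a mean length index of −0.124 and 0.177 under DRF and −0.185 and 0.183 under NRF.

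Long noncoding RNA was tested at the level of transcripts to ask whether lncRNA rhythms follow feeding as the rest of the transcriptome does. Of 2459 lncRNA transcripts, 331 were rhythmic under DRF and 413 under NRF, 578 in at least 1 regimen, and 166 were dual-oscillating. Of these, 56.02% ± 1.99 (SD of resamplings) were phase-inverted and 20.5% phase-locked. Of the 4860 dual-oscillating transcripts of all kinds, 54.9% were phase-inverted and 20.6% phase-locked, so the shares of lncRNA transcripts were close to these. The limma cosinor test moved the phase-inverted share most, to 68.6%. The 3 transcripts with the strongest rhythms were Gm37824-201 (ENSMUST00000193430, chromosome 2, 13004365 to 13007600), AC157910.3-202 (ENSMUST00000235231, chromosome 18, 65244299 to 65245960) and Gm48878-201 (ENSMUST00000219628, chromosome 10, 122454132 to 122456809). Gm37824-201 peaked at 12.2 h under DRF (adjusted p = 3.95e-12) and 21.8 h under NRF (adjusted p = 3.78e-09), with highest means of 3.565 ± 0.278 (SD, n = 4) at ZT12 and 5.07 ± 0.874 at ZT24 in the scaled units of the transcript table. AC157910.3-202 peaked at 9.95 h (adjusted p = 1.35e-14) and 22.7 h (adjusted p = 4.91e-08), and Gm48878-201 at 13.4 h (adjusted p = 2.28e-11) and 0.0914 h (adjusted p = 6.13e-08). Their phase shifts were 9.60 h, 11.3 h and 10.7 h. The lncRNA gene 1110038B12Rik (Atrolnc-1, ENSMUSG00000092203, chromosome 17, 34950238 to 34952471), which the study named, peaked at 23.7 h under DRF (adjusted p = 2.52e-07) and 6.595 h under NRF (adjusted p = 1.84e-10) in the gene table. Its shift of 6.87 h ± 0.834 (SD of resamplings) fell between the classes, and was 8.32 h without replicate 1 and 8.22 h with the values as deposited, within the phase-inverted class. In addition, 7.12% of its exon bases lie in exons of other genes on the same strand. Its highest mean was 4.13 ± 0.486 scaled counts (SD, n = 4) at ZT0 under DRF and 5.725 ± 0.344 at ZT8 under NRF. Of its 6 transcripts tested, 1110038B12Rik-201 was rhythmic in both regimens (adjusted p = 2.41e-07 and 6.86e-09), with peaks at 21.4 h and 8.01 h and a shift of 10.7 h.

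Circular RNA was deposited with the linear transcripts. Of 1131 circRNAs tested, 113 were rhythmic under DRF, 56 under NRF and 15 in both. Of all 1131, 148 were above 0 in every library. At an unadjusted p under 0.05 in both regimens there were 54. With the exact rank test alone the counts were 44, 1 and 1, and among circRNAs above 0 in every library they were 41, 16 and 9. The 3 with the strongest rhythms were novel_circ_0004559, novel_circ_0010414 and mmu_circ_0000057, named by their identifiers as given. Their positions were not analysed here. The circRNA novel_circ_0004559 peaked at 3.71 h under DRF (adjusted p = 8.71e-05) and 5.46 h under NRF (adjusted p = 7.18e-05), with its highest scaled mean of 16226 ± 2055 (SD, n = 4, on average 211.7 junction reads) at ZT0 under DRF and of 13986 ± 2769 (182 reads) at ZT4 under NRF. The circRNA novel_circ_0010414 peaked at 17.7 h (adjusted p = 0.000208) and 19.9 h (adjusted p = 4.71e-05), with its highest scaled mean of 22938 ± 4633 (SD, n = 4, on average 319.5 reads) at ZT16 under DRF and of 22309 ± 4339 (297 reads) at ZT20 under NRF. The circRNA mmu_circ_0000057 peaked at 2.72 h (adjusted p = 1.70e-06) and 5.615 h (adjusted p = 0.00389), with its highest scaled mean of 6328 ± 763 (SD, n = 4, on average 82.25 reads) at ZT0 under DRF and of 7388 ± 678 (95.25 reads) at ZT4 under NRF. All 3 were phase-locked, with shifts of 1.75 h, 2.22 h and 2.89 h.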

Values the study reported

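The paper gives 61% as the share of liver genes rhythmic in both regimens whose phase was inverted. Across the tissues it profiled, 1167 to 2859 genes were dual-oscillating, and about 10%–30% of each transcriptome was rhythmic. In the comparison with other dietary treatments, the paper counts 2,248 genes in DRF liver with a phase shift above 4 h. For long noncoding RNA in liver, it reports 288 diurnal lncRNAs and 66 dual-oscillating ones, of which 79.1% were phase inverted. The depth given is 50 M reads per sample on average, with a minimum of 39.6 M.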

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

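Among the tests in this part, the counts of splits of the libraries were chosen only after the result was seen. The length correction, the values as deposited and their division by the library factor were chosen after the data were seen.

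Single libraries were sought that stood apart from the other 3 of their group, measured by the gap to the nearest neighbour as a share of the group's range. The values were those of the 4 clock genes, total recovered counts, circRNA junction reads and the library factor. Each was tested in the same 14 groups, which made 98 tests, and 4 of them found such a library. For Nr1d1 at ZT20 under DRF, replicate 2 had 48.1 scaled counts against 22.8 ± 1.75 (SD, n = 3) in the others (share 0.872). For Arntl at ZT16 under DRF, replicate 1 had 71.2 against 56.45 ± 0.707 (share 0.917), and at ZT24 under NRF, replicate 4 had 81.2 against 72.95 ± 0.369 (share 0.919). For total recovered counts at ZT20 under DRF, replicate 4 had 462.9 M against 372.2 ± 8.41 M (share 0.833). A 5% rate gives 4.9 such cases among 98 tests, and a one-sided binomial test gave p = 0.728, so their number was not above that rate. The tests share libraries and are not independent, so this p is approximate. The 4 libraries are different ones, and the library with the high total is not one of those that stood apart for a clock gene. No biological explanation was tested for single animals.

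The 24-h rhythm differed between regimens in 9770 genes (limma, adjusted p under 0.05), a difference between groups tested by an interaction. As many genes were found in 1 of 100 splits, the real one, and the highest count in the others was 1385. These splits swapped the regimen within same-numbered libraries of each time. Gene length bias was tested by the length correction, after which 10036 genes differed, so it does not account for the count. The authors' rescaling was tested by other values: 8748 genes differed with the values as deposited and 9691 with these divided by the library factor. The latter are scaled counts on a log scale divided by exon length, so they are not an independent check. A shift of the clock by feeding time is a candidate explanation that these tests leave open as a hypothesis.

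The rhythms of the 4 clock genes also differed between regimens. The permutation p of the whole rhythm difference was 1e-05 for Nr1d1, 1e-05 for Dbp, 1e-05 for Per2 and 1e-05 for Arntl, the smallest that 100000 permutations can give. The phase shifts do not rest on the rebuilding of counts: with the values as deposited they were 11.3 h for Nr1d1, 10.45 h for Dbp, 11.6 h for Per2 and 10.1 h for Arntl. On the log2 scale they were 11.1 h, 10.2 h, 11.9 h and 10.6 h. The values of Arntl did not overlap between regimens at any of the 7 times, which goes against an exchange of single libraries between regimens at the same time.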

How the results depend on the processing

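Over 57 results and 24 settings besides the one reported, 515 values were recomputed. Of these, 399 stayed on the same side of the threshold or within the spread, 102 moved, 8 lost significance and 6 changed direction. The fits of the 4 clock genes were judged by unadjusted p in this count. The values that lost significance were the amplitude and mean differences of Per2. All 80 values of genes named by rank or after the study kept their significance, although Slc25a15 left the phase-locked class without replicate 4 (5.31 h) and 1110038B12Rik entered the phase-inverted class without replicate 1 (8.32 h) and with the values as deposited (8.22 h). Differences in rhythm-adjusted mean also kept their direction. Phase shifts were compared as absolute values, which cannot change direction. Genes named by rank were the extremes of these same data, so keeping significance is weak support for them. The counts of rhythmic genes in each regimen, of genes that differed at any time and of genes that differed in rhythm stayed within 1.5 times the reported count under every alternative run for them. Removing the filter on low values removed no gene and cannot move a result. The cause of the changes below was not tested, except where a value is given.

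By unadjusted p, the phase shifts of the 4 clock genes kept their side of the threshold throughout. By the same measure, so did the lower amplitudes of Nr1d1, Dbp and Arntl. For the amplitude difference of Dbp, the unadjusted cosinor p was 0.0494 without replicate 2 and 0.0483 without replicate 3, just under 0.05. These p-values were not adjusted over tests, so the lower amplitude of Dbp is not shown to pass adjustment in these fits. Differences in rhythm-adjusted mean depended on the scale. On the log2 scale they reversed to 0.32 for Nr1d1 (p = 0.0497, n = 28 per regimen), 0.37 for Dbp (p = 0.0198, n = 28) and 0.40 for Arntl (p = 0.0180, n = 28), and became −0.066 for Per2 (p = 0.592, n = 28). With the values as deposited, which are also compressed by a logarithm, they reversed to 5.03, 5.39 and 2.25, and became −0.439 for Per2. When a replicate was left out, the amplitude difference of Per2 ranged from −16.5 to −10.95 and its mean difference from −9.74 to −4.83, no longer significant in some of the fits.

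The values as deposited, chosen after the data were seen, gave a phase-inverted share of 39.85% and a phase-locked share of 35.7%, median shifts of 10.5 h for the clock panel and 9.39 h for cholesterol synthesis, and 566 (DRF) and 60 (NRF) genes with a 12-h component. They gave 1842 genes differing between ZT0 and ZT24 under DRF and 6056 under NRF. With the values as deposited, genes higher under DRF rose from 59.9% to 73.3% for the rhythm-adjusted mean, from 49.7% to 67.3% at ZT0 and from 46.4% to 62.5% at ZT12, and genes higher at ZT24 than at ZT0 from 46.2% to 85.1% (DRF) and from 28.9% to 82.9% (NRF). For the genes higher at ZT24, median-of-ratios scaling gave 55.6% (DRF) and 40.7% (NRF), and the length correction 56.4% (DRF) and 39.7% (NRF), so the majority under DRF changed sides. The length correction also changed the side of the majority at ZT4 (from 52.9% to 47.6% higher under DRF), ZT16 (from 57.6% to 49.35%), ZT20 (from 55.8% to 49.3%), ZT12 (from 46.4% to 50.65%) and ZT24 (from 50.5% to 49.4%). Median-of-ratios scaling changed it at ZT0 (from 49.7% to 51.4%), ZT12 (from 46.4% to 50.1%) and ZT24 (from 50.5% to 49.05%). It kept the side at ZT4, ZT8, ZT16 and ZT20. With the values as deposited the majority also changed side at ZT24 (from 50.5% to 48.0%). Dividing the deposited values by the library factor, also chosen afterwards, gave 49.6% phase-inverted and 25.2% phase-locked genes. The length correction, chosen afterwards, also moved the phase-inverted share to 51.54%.

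The exact rank test alone gave 8104 rhythmic genes under DRF, 8460 under NRF and 4425 dual-oscillating genes (55.2% phase-inverted, 19.6% phase-locked), 166 (DRF), 204 (NRF) and 67 dual-oscillating lncRNA transcripts (64.2% phase-inverted), and 44, 1 and 1 circRNAs. The limma cosinor test gave shares of 52.5% and 22.55%, and 166, 239 and 70 lncRNA transcripts (68.6% phase-inverted). With an adjusted p under 0.01 the shares were 53.1% and 21.7%, the circRNA counts 71, 12 and 4, and the 12-h counts 567 and 49. The same threshold left 871 genes with a different mean, 154 (DRF) and 776 (NRF) between ZT0 and ZT24, and from ZT0 to ZT24 in turn 2559, 3270, 1959, 2247, 2131, 2122 and 2172 genes at single times. Class limits of 3 h and 9 h gave 40.5% and 19.1%, a relative amplitude of at least 0.1 gave 51.5% phase-inverted among 5797 genes (with the values as deposited 54.1% phase-inverted and 23.8% phase-locked among 2582 genes), and transcripts in place of genes gave 54.9% and 20.6%. Without the ZT24 libraries 47.7% were phase-inverted, and without the ZT0 libraries 45.6% with 30.02% phase-locked. CircRNAs above 0 in every library gave 41, 16 and 9.

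Across the 4 fits that each left out one replicate, the phase-inverted share ranged from 50.4% to 54.98% and the phase-locked share from 20.2% to 23.85%. Rhythmic circRNAs ranged from 17 to 42 under NRF and from 3 to 11 in both regimens. For lncRNA transcripts the ranges were 211 to 228 (DRF), 258 to 352 (NRF), 73 to 104 (both) and 54.8% to 64.4% phase-inverted. Genes with a different mean ranged from 699 to 1304, and genes with a 12-h component from 331 to 848 (DRF) and from 29 to 59 (NRF). At single times the ranges were 3225 to 4709 (ZT4), 1954 to 2526 (ZT8), 2439 to 3178 (ZT12), 2223 to 3037 (ZT16), 2245 to 2635 (ZT20) and 2203 to 2864 (ZT24). Between ZT0 and ZT24 the counts ranged from 120 to 594 (DRF) and from 157 to 2617 (NRF). These fits are of equal size, and the fit without replicate 1 gave more genes under NRF (2617) than all libraries did (1966), so a loss of power alone does not account for the range under NRF. Median shifts ranged from 10.8 h to 11.3 h (clock), from 8.99 h to 10.4 h (cholesterol synthesis) and from 10.01 h to 11.5 h (fatty acid oxidation). Dual-oscillating genes of cholesterol synthesis numbered 12 with all libraries. They numbered 10 without replicate 1, 13 without replicate 2, 6 without replicate 3 and 6 without replicate 4, so the lowest medians rest on few genes.

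With the replicate number as a block, dual-oscillating genes numbered 7146 and dual-oscillating circRNAs 9, and the mean difference of Per2 was −7.73 (p = 0.0550, n = 28 per regimen). Same-numbered libraries are different animals, and their deviations from the group means correlated with 0.00312 (different numbers −0.00102, 13621 genes), so the numbers carry no pairing. Libraries held between 5305 and 18879 junction reads, and whether this depth limits the circRNA counts was not tested.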

Other observations

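The counts of splits and the tests of the phase-locked share and of the ZT0 to ZT24 difference after dividing by the library factor, of the second circRNA scaling and of the combined test were chosen only after the result was seen. The values as deposited and the length correction were chosen after the data were seen.

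The phase-locked share was higher with the values as deposited (35.7%) than with scaled counts (24.98%). The rescaling of each library to a common total was tested as an explanation. After dividing the deposited values by the library factor, the phase-locked share was 25.2%. Of the 1275 rebuilt genes that were dual-oscillating only with the values as deposited (82 further genes were not rebuilt and have no scaled counts), 65.1% peaked within 4 h of the fitted peak of the library factor in both regimens, against 25.03% of the 5466 genes dual-oscillating with both kinds of values, and their median relative amplitude was 0.0494. The results are in line with a share of phase-locked calls that came from a factor common to all genes of a library. Its fitted peak lay near 18 h in both regimens, but its group means were lowest at ZT8 (DRF) or ZT0 (NRF) and highest at ZT24. The same division reduced the genes differing between ZT0 and ZT24 under NRF from 6056 to 1760.

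Genes differed between ZT0 and ZT24 although both fall at the same time of day. In each regimen as many genes were found in 1 of 8 splits, the real one, with next highest counts of 5 (DRF) and 518 (NRF), and 8 splits cannot give a share under 0.05. A difference in depth was tested: total recovered counts at ZT0 and ZT24 were 341.7 ± 20.3 M and 359.9 ± 72.5 M under DRF (SD, n = 4, exact permutation p = 0.8), and 309.5 ± 33.6 M and 364.9 ± 10 M under NRF (exact permutation p = 0.0286). Depth did not differ detectably under DRF and could contribute to the difference under NRF. Gene length bias was tested: the change rose with exon length in both regimens (Spearman rho across genes of at least 0.348). After the length correction 1326 genes differed under NRF (1966 before) and 692 under DRF (770 before), so length bias may explain part of the difference under NRF and little of it under DRF. A difference between days or batches of collection was not tested, because the labels give none, and the pattern cannot be told apart from it.

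Phase-locked genes among the dual-oscillating genes were tested for technical sources. After the length correction their share was 23.3%, a fall of less than the 1.72 points of 1 SD, though close to it. RNA from cells other than hepatocytes was tested with 52 marker genes of endothelial, stellate and Kupffer cells listed before the test. Of these, 13 were dual-oscillating and 6 (46.2%) were phase-locked, at percentile 93.3 of 10000 random lists matched on mean value (median 23.1%), so the test fell short of its limit of 95% and RNA from such cells is not shown to be the source. With 13 genes this test has little power.

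More genes were called by the combined test than by the exact rank test alone. With ZT labels shuffled, 6.86% of genes under DRF and 5.17% under NRF had a combined p under 0.05, against 2.87% and 2.14% for the rank test and 5.36% and 3.73% for the cosinor. The higher counts may partly come from evidence that both parts of the combined test share, and the counts of the rank test are the more cautious ones.

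In NRF ZT8 replicate 4, 28 circRNA values stood far above those of the other libraries. Divided by their common factor, 27 of the 28 lay within the range of the other libraries, which suggests a second scaling in that library. Dividing them left 113, 56 and 15 rhythmic circRNAs.

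Other splits of the libraries were counted for each result of a test across genes. For rhythms, ZT labels were shuffled within regimen and replicate number. As many genes were rhythmic in 1 of 100 splits, the real one, under DRF (10915, next highest 3540), under NRF (11247, 2665) and in both (6850, 230). The number was also 1 of 100 for circRNAs rhythmic under DRF (113, next highest 43), under NRF (56, 33) and in both (15, 0). It was 1 of 100 for lncRNA transcripts rhythmic under DRF (331, 158), under NRF (413, 338) and in both (166, 2), and 1 of 100 for 12-h components under DRF (1626, 4) and under NRF (193, 1). With regimens swapped within same-numbered libraries, it was 1 of 100 for genes that differed at any time (10702, 5650) and 1 of 100 for the rhythm-adjusted mean (1665, 612). At single times it was 1 of 8 at each of ZT0 (4009, next highest 39), ZT4 (5124, 381), ZT8 (3250, 40), ZT12 (3806, 144), ZT16 (3810, 78), ZT20 (3457, 3) and ZT24 (3533, 94), where 8 splits cannot give a share under 0.05.

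Several counts here differ from those of the study. Dual-oscillating genes numbered 6850 and genes shifted by more than 4 h 5139. Both lie above the numbers that the study gives. Rhythmic genes made up 43.2% and 44.6% of the genes tested. That is above the range in the study. Rhythmic lncRNA transcripts numbered 578, of which 166 were dual-oscillating. Both lie above the numbers in the study. Dual-oscillating lncRNA transcripts numbered 67 with the exact rank test alone and 70 with the limma cosinor test, near the number in the study. Recovered counts averaged 350.6 M per library. That is far above the read numbers in the study. Phase-inverted were 49.8% of dual-oscillating genes and 56.02% of dual-oscillating lncRNA transcripts. Both shares lie below those in the study. They come from the gene and the transcript table, so they do not compare lncRNA with other RNA. Among dual-oscillating transcripts of all kinds the share was 54.9%. The tests, values and gene sets differ from those of the study.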
